A study of Schmidtea mediterranea with 60 samples. Its data were reported in "The planarian wound epidermis gene equinox is required for blastema formation in regeneration" (2022).

How the data were processed

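Polyadenylated RNA was sequenced from anterior-facing wounds of tail (post-pharyngeal) pieces of the planarian Schmidtea mediterranea, a freshwater flatworm that regrows missing body parts. The animals had been fed liver mixed with double-stranded RNA, which lowers the matching transcript by RNA interference (RNAi). The fed RNA matched either bmp4, which encodes a secreted signal of the bone morphogenetic protein family, or unc-22, a gene of the nematode C. elegans that served as the control. Times are given in hours post-amputation (hpa), and pieces were taken at once (0 hpa) and at 3, 6, 16, 24 or 48 hpa. The labels give 12 groups of 5 replicates, 60 libraries in all, and each label names the RNAi condition, the time and the replicate number. Each replicate pooled several wounds, so the replicate is a pool and not 1 animal.

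The authors sequenced short reads on an Illumina HiSeq, mapped them with bowtie, set to report the best alignment, to the dd_Smed_v6 transcriptome assembly, counted the reads on each contig with the coverageBed tool of bedtools, and summed contigs of the same isotig group. The deposited values are raw read counts for 28742 transcripts in 60 columns. Every value was checked to be a whole number that is not negative. The sources used here do not state whether the counting used the strand, or how reads that match several contigs equally well were counted. Values of transcripts with near-identical copies or with overlapping antisense transcripts are therefore uncertain, which holds for every transcript named. No genome position was given for any transcript and no table used here pairs the transcript IDs with gene names. Only bmp4 (dd_Smed_v6_17402_0_1) and equinox (dd_Smed_v6_20318_0_1) are named, from IDs in the study's text, and at most 2 further IDs that rose and 2 that fell are printed.

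Total counts ranged from 5.92 to 23.9 M (mega) counts per library with a median of 17.3 M. The smallest library was replicate 4 of the bmp4 RNAi group at 3 hpa, and the next smallest held 12.6 M. The 10 most abundant transcripts took 7.48% to 10.6% of the counts of a library. The bmp4 transcript had 4 to 347 counts per library and equinox had 8 to 305, so counting error was large for both. No pair of libraries was closer than counting error allows for repeats of the same RNA, since the smallest chi-square per degree of freedom within a group was 3.39. Pearson's r of log2 CPM (counts scaled to a common library size) across transcripts within a group ranged from 0.9647 to 0.9922. PCR copies were not separable from molecules, so limits from counts of 0 cover counting error only, and such a limit was set at 3 counts over the group.

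The main analysis used R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Transcripts were kept by the default filterByExpr settings over the 12 groups, with a minimum count of 10 and a minimum total of 15, which left 18510 of the 28513 transcripts with any count. The kept transcripts held 99.91% of all counts. Libraries were scaled with trimmed mean of M-values (TMM) factors, which ranged from 0.926 to 1.12. All 60 libraries entered a single quasi-likelihood fit with the robust option and a mean per group, and the biological coefficient of variation was 12.5%. The contrasts were the libraries labelled bmp4 RNAi against control at each of the 6 times, each of the 5 later times against 0 hpa within each RNAi condition, the difference between those changes (the RNAi by time interaction), and the average RNAi difference over the 6 times. Tests were two-sided, p was adjusted by Benjamini and Hochberg within each contrast, and a transcript was called at an adjusted p under 0.05. The study tested pairs of groups with DESeq, an older program for the same kind of counts, and calls its test one-tailed. Which libraries shared the spread there is not given in the sources used here.

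For bmp4 and equinox an exact two-sided permutation test of log2(CPM + 1) was also run, 5 libraries against 5, over all 252 splits and adjusted over 12 tests. The smallest p this test can give is 0.00794. Transcripts were grouped into 3 sets by their changes averaged over both RNAi conditions, so that the choice was not tilted towards either. The early-up set rose at least 2-fold from 0 hpa to the mean of 3 and 6 hpa and held 158 transcripts. The late-up set rose at least 2-fold from 0 to 48 hpa without being in the early-up set and held 205, and the late-down set fell at least 2-fold over that span and held 346. The score of a set was the mean log2 CPM of its members with a prior count of 2. Scores were compared by the exact permutation test, adjusted over 18 tests, and their changes from 0 hpa were compared between RNAi conditions by permuting RNAi labels within times, adjusted over 15 tests. The share of counts on 8 mitochondrial transcripts listed in the study's methods was tested as a check of library quality, adjusted over 6 times.

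The named transcripts were bmp4, equinox, and the 2 largest rises and 2 largest falls of the average RNAi difference among transcripts with an adjusted p under 0.05, a mean of 1 CPM or more and the same sign at all 6 times. This rule, the tests, the sets and a first list of other settings were fixed before the data were examined. That list held median-of-ratios size factors (RLE), no filter on low counts, a stricter filter of 1 CPM in 5 libraries, DESeq2 1.42.0, only the 10 libraries compared, the replicate number as a block, a 2-fold threshold beside the adjusted p, sets chosen on control libraries alone or at 4-fold, a prior count of 0.5, and leaving out each library in turn. Added after the data had been seen were library totals without scaling factors, a covariate for a block of transcripts that varied together within groups, a covariate for the leading component of the deviations from the group means, and sets without that block.

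The procedure was tested on counts simulated from the means and sizes of these libraries, with 200 of 18391 transcripts changed. The changes were 2-fold or 4-fold, in transcripts with a mean of 1 CPM or more, and each transcript was drawn independently of the others. The rates below therefore do not cover smaller changes or transcripts that vary together. For the RNAi comparison at 6 hpa edgeR recovered 95.5% of the changed transcripts, and 4.02% of its calls were false. For the interaction at 6 hpa it recovered 86% with 3.37% false. The permutation tests were checked on random normal values of equal spread, not on counts or scores. Without a difference, the exact 5 against 5 test gave a p under 0.05 in 3.75% of them, and the permutation of the interaction in 7.5%. The study's table of test results, its single-cell data and its other RNAi series were not analysed here. Scores of named cell types or of known wound-induced genes were not computed, since no ID list for them was used.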

Results

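Messenger RNA was measured by sequencing in 60 libraries from wounded tail pieces of planarians. The libraries fell into 12 groups of 5 replicates, given by RNAi condition (control unc-22 or bmp4) and by time after amputation (0, 3, 6, 16, 24 or 48 hpa). Library depth ranged from 5.92 to 23.9 M counts, and the smallest library was replicate 4 of the bmp4 RNAi group at 3 hpa. Of 28742 transcripts, 18510 had enough counts to be tested. The series addressed which transcripts at a wound depend on bmp4, a gene whose loss blocks regeneration, and at which time they do so.

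The targeted transcript was examined first, since it checks the labels. The bmp4 transcript (dd_Smed_v6_17402_0_1) was not lower in all libraries labelled bmp4 RNAi. At 0 hpa it measured 2.91 ± 0.249 CPM (counts scaled to a common library size) in control libraries and 6.88 ± 1.20 CPM in the libraries labelled bmp4 RNAi (mean ± SD, n = 5 each). All 5 libraries labelled bmp4 RNAi lay above every control library at that time (exact two-sided permutation p = 0.00794, the smallest possible with 5 against 5; adjusted p = 0.0106 over 12 tests). At 3 hpa the means were 2.29 ± 0.715 and 6.85 ± 3.87 CPM, with 4 libraries above and 1 below all controls, and the difference did not pass the exact test (adjusted p = 0.0667). At 6 hpa the transcript was lower in 5 of 5 libraries labelled bmp4 RNAi, at 1.11 ± 0.659 CPM against 2.81 ± 0.532 CPM in control (exact p = 0.00794, adjusted p = 0.0106). At 16 hpa the means were 3.51 ± 0.886 CPM in control and 4.46 ± 5.28 CPM in the libraries labelled bmp4 RNAi, of which 2 lay above and 2 below all controls (exact adjusted p = 0.746). At 24 hpa they were 3.84 ± 0.920 and 6.69 ± 6.75 CPM, again with 2 above and 2 below (exact adjusted p = 0.71). At 48 hpa the transcript was lower in 5 of 5 libraries labelled bmp4 RNAi, at 1.68 ± 0.968 CPM against 5.68 ± 0.617 CPM (exact p = 0.00794, adjusted p = 0.0106).

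In the edgeR fit over all transcripts only the difference at 48 hpa was called, with a log2 fold change of -1.74 (SE 0.544, adjusted p = 0.0094). The log2 fold changes were 1.25 at 0 hpa (SE 0.514, edgeR adjusted p = 0.123), 1.53 at 3 hpa (edgeR adjusted p = 0.063) and -1.35 at 6 hpa (edgeR adjusted p = 0.152). At 16 hpa and 24 hpa they were 0.35 and 0.82 (edgeR adjusted p = 0.671 and 0.305). Apart from leaving out single libraries, a covariate for transcripts that varied together within groups moved these values most, to 1.02 at 0 hpa, and it was chosen after the data had been seen. With only the 10 libraries compared in the fit, the differences at 0 hpa and 6 hpa were called as well (edgeR adjusted p = 1.74e-05 and 0.0137). The difference at 3 hpa was called by DESeq2 (adjusted p = 0.037) and, with edgeR, when replicate 3 of the libraries labelled bmp4 RNAi was left out (adjusted p = 0.0212). A single library decided the direction at 16 hpa, where leaving out replicate 3 of the libraries labelled bmp4 RNAi gave -0.69. At 24 hpa leaving out replicate 5 of those libraries gave 0.020. Because the target stood against the label at 0 hpa and was mixed at 3, 16 and 24 hpa, the treated libraries are called the libraries labelled bmp4 RNAi throughout, and every direction given below rests on that label.

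The transcript of equinox (dd_Smed_v6_20318_0_1), a gene active in the epidermis over a wound, was lower in 5 of 5 libraries labelled bmp4 RNAi at each of the 6 times. At 0 hpa it measured 4.75 ± 0.555 CPM in control libraries and 1.23 ± 0.257 CPM in the libraries labelled bmp4 RNAi (mean ± SD, n = 5 each). At 6 hpa the means were 12.3 ± 0.908 and 2.94 ± 0.928 CPM, at 16 hpa 13.1 ± 1.95 and 3.74 ± 0.555 CPM, and at 48 hpa 7.11 ± 0.719 and 1.08 ± 0.270 CPM. Each exact two-sided permutation p was 0.00794, the smallest possible, with an adjusted p of 0.0106. The log2 fold change was -1.96 at 0 hpa (SE 0.173, edgeR adjusted p = 5.65e-14), -1.71 at 3 hpa (edgeR adjusted p = 3.31e-12), -2.05 at 6 hpa (SE 0.145, edgeR adjusted p = 1.38e-17), -1.81 at 16 hpa (edgeR adjusted p = 7.14e-16), -2.06 at 24 hpa (edgeR adjusted p = 2.85e-17) and -2.70 at 48 hpa (SE 0.166, edgeR adjusted p = 1.58e-20). Leaving out replicate 1 of the libraries labelled bmp4 RNAi at 6 hpa moved these values most, to -2.21 at that time.

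From 0 to 6 hpa equinox rose by a log2 fold change of 1.37 in control libraries (edgeR adjusted p = 5.11e-12) and of 1.28 in the libraries labelled bmp4 RNAi (edgeR adjusted p = 1.87e-07). The difference between these changes was -0.087 (SE 0.241, 95% confidence interval -0.57 to 0.40, edgeR adjusted p = 0.97). In CPM the mean rise over that span was 7.52 in control and 1.72 in the libraries labelled bmp4 RNAi. At 48 hpa equinox was still above its 0 hpa level in control libraries, with a log2 fold change of 0.58 (edgeR adjusted p = 0.000586), while the change in the libraries labelled bmp4 RNAi was -0.16 (edgeR adjusted p = 0.609). The difference between the changes at 48 hpa was -0.74 (SE 0.249, edgeR adjusted p = 0.0289). The differences at 3, 16 and 24 hpa were 0.25, 0.15 and -0.094 and were not called (edgeR adjusted p = 1, 0.847 and 0.925).

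**Figure D1:**
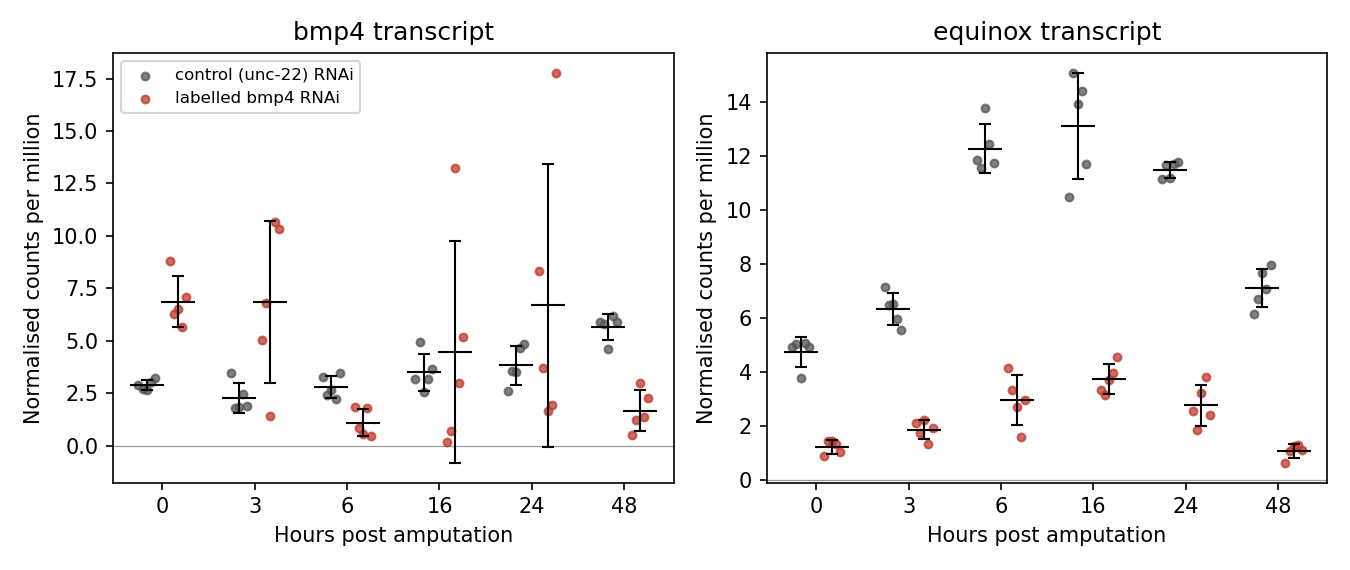
Normalised counts (CPM) of the bmp4 and equinox transcripts against hours post-amputation in control libraries and in the libraries labelled bmp4 RNAi; points are libraries, horizontal lines are means and whiskers are 1 SD (n = 5). The bmp4 transcript lay above all controls in 5 libraries labelled bmp4 RNAi at 0 hpa and below them in 5 at 6 and 48 hpa, and equinox lay below all controls at each time.

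The comparison of RNAi conditions at each time asked which transcripts changed with bmp4 RNAi before and after amputation. The edgeR test called 2110 of the 18510 transcripts at 0 hpa, of which 1194 were higher and 916 lower in the libraries labelled bmp4 RNAi. At 3 hpa it called 2087 (1287 higher, 800 lower) and at 6 hpa 3166 (1790 higher, 1376 lower). At 16 hpa the count was 3560 (1791 higher, 1769 lower) and at 24 hpa 3094 (1890 higher, 1204 lower). At 48 hpa 6640 transcripts were called (3199 higher, 3441 lower), which was 35.87% of those tested. A 2-fold threshold beside the adjusted p moved these counts most and left 315, 247, 351, 440, 414 and 808 transcripts in order of time. The balance of higher and lower calls depended on scaling. With library totals alone, chosen after the data had been seen, 78.4% of the calls at 3 hpa were higher (61.67% with TMM factors), 67.21% at 6 hpa (56.54%) and 65.78% at 16 hpa (50.31%).

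Of the transcripts tested, 571 were called at all 6 times, and 566 of them had the same sign each time, with 360 higher and 206 lower in the libraries labelled bmp4 RNAi. Another 5357 were called at a single time and 8527 at none. Of the 2110 transcripts called at 0 hpa, 1261 were also called with the same sign at 3 hpa, 1367 at 6 hpa, 1233 at 16 hpa, 1224 at 24 hpa and 1222 at 48 hpa. As a share of the calls at the later time this fell from 60.42% at 3 hpa to 18.4% at 48 hpa, as the calls themselves rose from 2087 to 6640. The sign at 0 hpa agreed for 95.11% of the calls at 3 hpa and 64.32% of those at 48 hpa, against 67.8% and 57.07% of all transcripts tested. The times do not share libraries.

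The average RNAi difference over the 6 times asked which transcripts differed regardless of time. It was called by edgeR for 8056 transcripts, 4084 higher and 3972 lower in the libraries labelled bmp4 RNAi, and a 2-fold threshold left 269. Higher calls made up 50.7% of these with TMM factors and 62.07% with library totals alone. Of the transcripts, 3909 met the rule for naming (2194 rises, 1715 falls). The largest rises were those of dd_Smed_v6_1283_0_1, with an average log2 fold change of 3.39 (SE 0.664, edgeR adjusted p = 3.18e-05), and of dd_Smed_v6_1320_0_1, with 3.30 (SE 0.693, edgeR adjusted p = 9.18e-05). Both varied widely within groups. The first ranged from 0 to 22.2 CPM in control libraries (median 0.196) and from 0 to 81.7 CPM in the libraries labelled bmp4 RNAi (median 13.8). The second ranged from 0 to 107.9 CPM (median 0.501) and from 0 to 393 CPM (median 51.1). Neither rise was called once the shared variation of a block of transcripts that includes them was in the fit, an alternative chosen after the data had been seen (log2 fold changes 0.74 and 0.36, edgeR adjusted p = 0.487 and 0.725). The score of that block was itself higher in the libraries labelled bmp4 RNAi at 0 and 16 hpa (each exact adjusted p = 0.0238 over 6 times, n = 5). One of the largest falls was that of dd_Smed_v6_135_0_1, with an average log2 fold change of -7.99 (SE 0.191, edgeR adjusted p = 1.43e-36). It measured 25.7 to 303 CPM in the 30 control libraries and 0 to 0.971 CPM in the 30 libraries labelled bmp4 RNAi. The other was that of dd_Smed_v6_570_0_1, which averaged 9.33 CPM in control libraries and had 13 counts in all over the 30 libraries labelled bmp4 RNAi, 19 of which had none. At 0 hpa none of the 5 libraries labelled bmp4 RNAi had a count of it, so it was at least 53.7-fold lower than the control mean of 1.71 CPM, taking 3 counts over the group as the floor.

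Each later time was compared with 0 hpa within each RNAi condition to follow the response to amputation. In control libraries edgeR called 1631 transcripts at 3 hpa (990 higher, 641 lower), 4654 at 6 hpa (2310 higher, 2344 lower) and 5988 at 16 hpa (3114 higher, 2874 lower). It called 6225 at 24 hpa (3152 higher, 3073 lower) and 7616 at 48 hpa (3871 higher, 3745 lower). In the libraries labelled bmp4 RNAi it called 1949 at 3 hpa (1105 higher, 844 lower), 2433 at 6 hpa (1434 higher, 999 lower) and 5223 at 16 hpa (2716 higher, 2507 lower). The counts there were 6036 at 24 hpa (3346 higher, 2690 lower) and 4736 at 48 hpa (2434 higher, 2302 lower). With library totals alone the share of higher calls was 70.9% at 48 hpa in control (50.83% with TMM factors). In the libraries labelled bmp4 RNAi it was 79.46% at 3 hpa (56.7%), 66.79% at 16 hpa (52%) and 78.38% at 48 hpa (51.39%). A 2-fold threshold moved the counts most, to 518 in control libraries and 237 in the libraries labelled bmp4 RNAi at 6 hpa. Transcripts called in both conditions numbered 826 at 3 hpa, 1940 at 6 hpa, 3548 at 16 hpa, 3997 at 24 hpa and 3043 at 48 hpa. Of these, 825, 1937, 3543, 3972 and 2894 changed in the same direction. Across transcripts, which are not independent replicates, Pearson's r between the changes in the 2 conditions was 0.528 at 3 hpa, 0.615 at 6 hpa, 0.692 at 16 hpa, 0.726 at 24 hpa and 0.61 at 48 hpa.

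A call in 1 condition only does not show that the conditions differed, so the difference between the changes was tested as an RNAi by time interaction. By edgeR it was called for 7 transcripts at 3 hpa, 58 at 6 hpa, 142 at 16 hpa, 354 at 24 hpa and 3330 at 48 hpa. At an unadjusted p under 0.05 edgeR counted 1030, 1628, 1948, 2264 and 5600 transcripts. DESeq2 called 14, 100, 193, 422 and 3460. Of the transcripts called by edgeR, the change was smaller in the libraries labelled bmp4 RNAi for 7 of 7 at 3 hpa, 56 of 58 at 6 hpa, 74 of 142 at 16 hpa, 283 of 354 at 24 hpa and 2781 of 3330 at 48 hpa. As a ratio, a 2-fold threshold moved the counts most at 3, 6, 24 and 48 hpa, to 1, 8, 65 and 504. At 16 hpa a covariate for the leading component within groups, chosen after the data had been seen, moved the count most, to 1020. Positive differences made up 28.57%, 32.76% and 47.18% of the calls at 3, 6 and 16 hpa with TMM factors and 62.5%, 47.69% and 61.69% with library totals alone. The counts at 3, 6 and 16 hpa moved more than 1.5 times when single libraries were left out, for example to 20 at 6 hpa without replicate 2 of the libraries labelled bmp4 RNAi at 0 hpa.

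**Figure D2:**
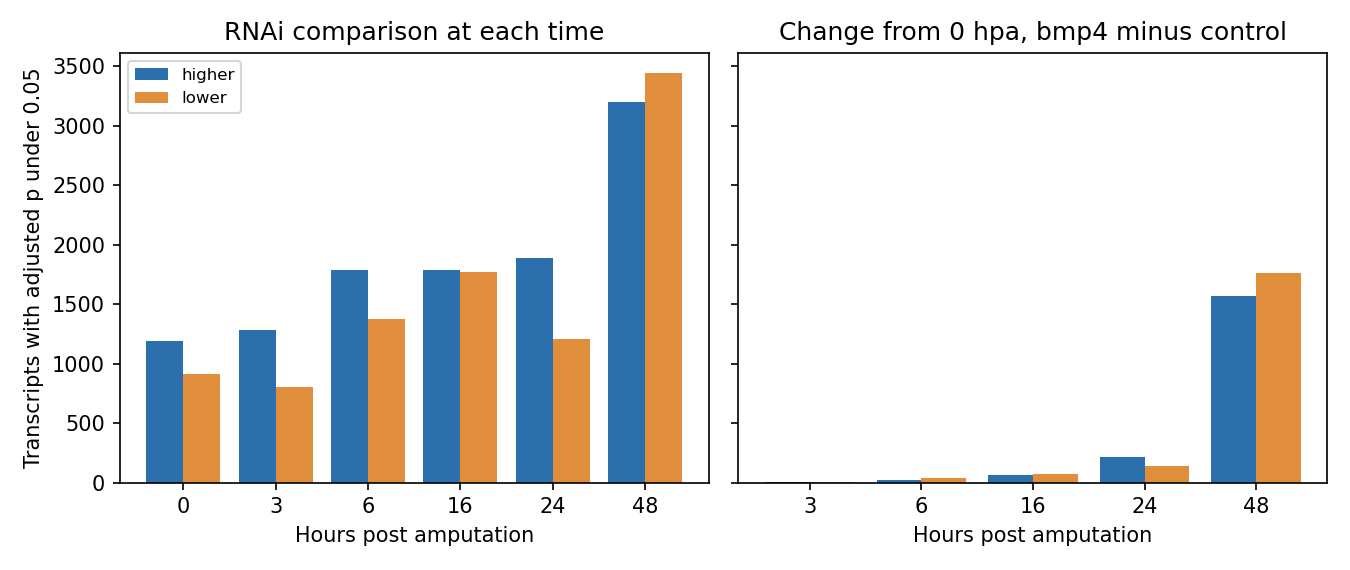
Numbers of transcripts called higher or lower by edgeR (adjusted p under 0.05) against hours post-amputation, for the libraries labelled bmp4 RNAi against control at each time (left) and for the difference between the changes from 0 hpa (right). The counts on the right summed to 354 or fewer up to 24 hpa and to 3330 at 48 hpa.

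Set scores summarised the response to amputation over many transcripts. The early-up score was lower in the libraries labelled bmp4 RNAi at each of the 6 times, by differences of -0.25 at 0 hpa, -0.19 at 3 hpa, -0.52 at 6 hpa, -0.42 at 16 hpa, -0.42 at 24 hpa and -0.54 at 48 hpa in log2 CPM (each exact permutation p = 0.00794, adjusted p = 0.011, n = 5). At 6 hpa the score was 2.44 ± 0.038 in control libraries and 1.91 ± 0.093 in the libraries labelled bmp4 RNAi (mean ± SD). Members chosen at 4-fold moved this score most, to -0.90 at 16 hpa. The change in the score from 0 hpa differed between conditions by 0.057 at 3 hpa (permutation adjusted p = 0.394), -0.27 at 6 hpa (permutation adjusted p = 0.0013), -0.17 at 16 hpa (permutation adjusted p = 0.042), -0.17 at 24 hpa (permutation adjusted p = 0.0709) and -0.29 at 48 hpa (permutation adjusted p = 0.0013). The rise to 6 hpa in the libraries labelled bmp4 RNAi was 84.2% of that in control libraries, and the rise to 48 hpa was 76.2%. The call at 16 hpa was lost in 15 of the 20 analyses that left out 1 library.

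The late-up score did not differ at 0 hpa (-0.071, exact adjusted p = 0.21) or 3 hpa (-0.058, exact adjusted p = 0.375), and at 0 hpa the median log2 fold change of its members was 0.039, of the opposite sign. With sets chosen on control libraries alone the difference at 0 hpa was 0.061 (exact adjusted p = 0.026), also of the opposite sign. It was lower in the libraries labelled bmp4 RNAi by differences of -0.30 at 6 hpa, -0.34 at 16 hpa, -0.37 at 24 hpa and -0.93 at 48 hpa (each exact adjusted p = 0.011). At 48 hpa it was 2.37 ± 0.081 in control and 1.44 ± 0.057 in the libraries labelled bmp4 RNAi (mean ± SD, n = 5), with 172 of 205 members lower and 116 called lower by edgeR. Its change from 0 hpa differed by -0.23 at 6 hpa (permutation adjusted p = 0.00323), -0.27 at 16 hpa (permutation adjusted p = 0.0013), -0.30 at 24 hpa (permutation adjusted p = 0.00198) and -0.86 at 48 hpa (permutation p = 3.15e-05, the smallest possible; adjusted p = 0.000472). At 3 hpa the difference was 0.013 (permutation adjusted p = 0.92). The rise to 48 hpa in the libraries labelled bmp4 RNAi was 53.4% of that in control libraries. The late-up set was chosen in part on these 48 hpa libraries, averaged over both conditions.

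The late-down score was higher in the libraries labelled bmp4 RNAi by 0.56 at 0 hpa, 0.56 at 16 hpa and 0.62 at 48 hpa (each exact adjusted p = 0.011). The differences of -0.18 at 3 hpa, 0.18 at 6 hpa and 0.13 at 24 hpa did not pass the test (exact adjusted p = 0.555, 0.0918 and 0.698), and at 24 hpa the score had an SD of 0.67 in the libraries labelled bmp4 RNAi. Without the 150 of its 346 members that belonged to or followed a block of transcripts varying together within groups, a choice made after the data had been seen, the difference at 0 hpa became -0.016. The score of that block at 0 hpa was 4.48 ± 0.74 in control and 6.30 ± 0.45 in the libraries labelled bmp4 RNAi (mean log2 CPM ± SD, n = 5). At 16 hpa it was 3.32 ± 0.72 and 5.03 ± 0.26, so the block may also carry part of the late-down difference at that time. Without those members the late-down difference at 48 hpa became 0.49 (exact adjusted p = 0.011). The change from 0 hpa differed by -0.73 at 3 hpa (permutation adjusted p = 0.0132) and -0.38 at 6 hpa (permutation adjusted p = 0.0396), and without those members the values were -0.077 and 0.18. At 16, 24 and 48 hpa the changes differed by 0.006, -0.42 and 0.064 and were not called (permutation adjusted p = 0.968, 0.31 and 0.887), while without those members they were 0.21, 0.11 and 0.50, and those at 16 and 48 hpa were called (permutation adjusted p = 0.00862, 0.192 and 0.000236).

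**Figure D3:**
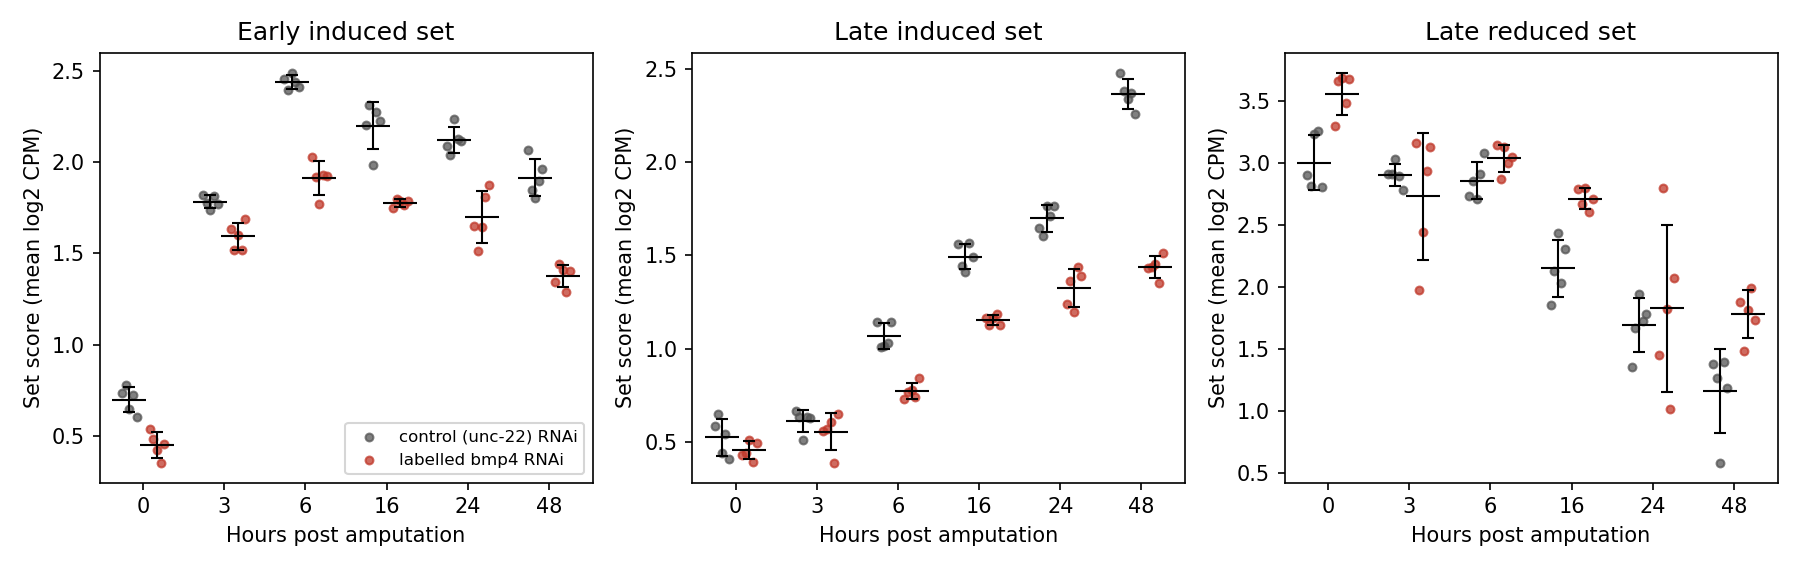
Scores (mean log2 CPM of the members) of the early-up (titled early induced), late-up (late induced) and late-down (late reduced) sets against hours post-amputation in control libraries and in the libraries labelled bmp4 RNAi; points are libraries, horizontal lines are means and whiskers are 1 SD (n = 5). The late-up score at 48 hpa was 2.37 in control and 1.44 in the libraries labelled bmp4 RNAi.

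Mitochondrial transcripts took a mean of 0.239% of counts in control libraries and 0.252% in the libraries labelled bmp4 RNAi at 0 hpa. The only difference with a p under 0.05 before adjustment was at 3 hpa, with 0.249% against 0.328% (exact permutation p = 0.0317, adjusted p = 0.19, n = 5). No time passed after adjustment, although leaving out control replicate 3 at 3 hpa gave an exact adjusted p of 0.0476. The exact adjusted p values at the other times ranged from 0.714 to 0.929.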

Values the study reported

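By the study's account, genes induced by wounding still came on at 3-6 hpa after bmp4 RNAi, and the loss concerned their expression afterwards. It reported that neoblast transcripts, which mark the stem cells of planarians, showed no increase at 48 hpa after bmp4 RNAi. It reported lower expression of dd_20318, which it named equinox, after bmp4 RNAi at 6 hpa. In situ hybridization showed weaker activation of that gene at wounds at 6 and 18 hpa. The study singled out this gene as needing bmp4 for its first activation at wounds, and not only for its later expression.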

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

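The tests of depth, scaling, labels and shared variation in this part were chosen only after the results had been seen, as were the count of transcripts shared between splits and the form of the splits for the interactions, while the refits of other splits of the libraries were planned, with what they should show written down afterwards.

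The change after amputation differed between RNAi conditions, which a test of the difference itself showed for 7 transcripts at 3 hpa, 58 at 6 hpa, 142 at 16 hpa, 354 at 24 hpa and 3330 at 48 hpa (edgeR). At 48 hpa unequal depth did not account for the count, since thinning all libraries to the depth of the smallest left 2088 calls. Thinning left 11, 66 and 180 calls at 6, 16 and 24 hpa, so depth limits the counts at those times, and 6 at 3 hpa. A block of transcripts that varied together within groups did not account for the count at 48 hpa either, as 3068 calls were made with its score in the fit. With that score 4, 15 and 266 calls were made at 3, 6 and 24 hpa, fewer than without it, and 160 at 16 hpa. The score itself differed between the conditions at 0 hpa, so these falls do not separate the block from an effect of bmp4 RNAi. A difference between the conditions in the later response may therefore remain as an explanation at 48 hpa. The direction rests on the RNAi label, which the target transcript did not bear out at 0 hpa. It was lower in 5 of 5 libraries labelled bmp4 RNAi at 6 and 48 hpa, and mixed at 3, 16 and 24 hpa.

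Chance was examined by refitting 30 splits of the same libraries into groups of the same sizes, the real split included. In the RNAi comparisons at each time and the average RNAi difference, 1 of 30 splits (the real one) gave as many calls. The same held for the 5 interactions and for the changes from 0 to 6, 16, 24 and 48 hpa in each condition. A share of 1 in 30 is the smallest possible and was not adjusted over the comparisons. It argues against chance but cannot exclude it for a single comparison. The median of the other splits was 0 calls in each. In fits of 10 libraries, a mixed split from 0 to 48 hpa in the libraries labelled bmp4 RNAi gave 1196 calls against 3539. One for the RNAi comparison at 16 hpa gave 300 against 4879. For the average the RNAi labels were exchanged within times. For each interaction the mean RNAi difference of 0 hpa and the later time was first removed from each transcript, and the labels were then exchanged within those times. In these limma fits the real split gave 14, 61, 145, 361 and 3207 calls at 3, 6, 16, 24 and 48 hpa, and the other splits at most 1, 2, 6, 5 and 286. For the change from 0 to 3 hpa, these refits do not exclude chance. As many calls came from 2 of 30 splits in control libraries, and from 2 of 30 in the libraries labelled bmp4 RNAi. In each of them a split that mixed the times gave more calls than the real one, with 1655 against 1378 in control and 2102 against 1348 in the libraries labelled bmp4 RNAi, in fits of the 10 libraries alone. The split in control set replicates 1, 2 and 3 at 0 hpa with replicates 1 and 2 at 3 hpa against the rest. The split in the libraries labelled bmp4 RNAi set replicates 1 to 4 at 0 hpa with replicate 2 at 3 hpa against the rest. Both follow in part the leading component of the deviations from the group means. Its scores were -7.20 to 24.8 on the first side and -18.4 to -6.16 on the other in control, and -12.7 to 33.6 and -15.6 to -0.909 in the libraries labelled bmp4 RNAi. The labels give no batch for this component, so no value within a batch can be had.

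The conditions share no libraries, so the transcripts called from 0 to 3 hpa in both were examined as a further test. In fits of the 10 libraries alone 608 were called in both, 607 of them with the same sign. Among 900 pairs of splits, 1 split per condition and the real pair included, 3 shared as many with a common sign. The median of the other pairs was 0. A pair can share transcripts only where both of its splits make calls, and the pairs reuse the splits of the refits above. The low share therefore largely follows from those refits and does not exclude chance for the shared response. A pair of mixed splits shared 811, more than the real pair, so a common sign does not exclude it either.

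The change in the bmp4 transcript from 0 to 48 hpa differed between the libraries labelled bmp4 RNAi and control by a log2 value of -2.99 (edgeR adjusted p = 0.003). Scaling did not account for this, as library totals alone gave -3.03. It came from a higher level at 0 hpa and a lower level at 48 hpa in those libraries, and its possible sources are weighed among the other observations. The equinox transcript differed in its change at 48 hpa by -0.74 (edgeR adjusted p = 0.0289), and library totals alone gave -0.78, which argues against scaling. At the depth of the smallest library the value was -0.71 with an edgeR adjusted p of 0.25, so that call depends on depth. No technical explanation that was tested accounts for the size of this difference, and a biological effect of bmp4 RNAi on the late level of equinox stays open and was not tested further.

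The late-up score differed in its change from 0 hpa by -0.23 at 6 hpa, -0.27 at 16 hpa, -0.30 at 24 hpa and -0.86 at 48 hpa. For 48 hpa, thinning to equal depth gave -0.72 and library totals alone gave -0.89, so neither depth nor scaling accounted for it. The early-up score differed by -0.27 at 6 hpa, -0.17 at 16 hpa and -0.29 at 48 hpa. With library totals alone the values at 6 and 48 hpa were -0.24 and -0.32. At 16 hpa library totals gave -0.13, which was not called (permutation adjusted p = 0.1), and the call was lost in 15 of the 20 analyses that left out 1 library, so that difference is uncertain. At equal depth the late-up values at 6, 16 and 24 hpa were -0.18, -0.17 and -0.22 (each permutation adjusted p = 0.018), and the early-up values at 6, 16 and 48 hpa were -0.26, -0.18 and -0.29. A weaker late response in the libraries labelled bmp4 RNAi is a candidate explanation for these differences, as a hypothesis from the same data that chose the sets. A different mix of cells in the wounded pieces was not tested.

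The late-down score differed in its change by -0.73 at 3 hpa and -0.38 at 6 hpa. Without the transcripts that belonged to or followed the block varying together within groups, the values were -0.077 and 0.18, the latter of the opposite sign (permutation adjusted p = 0.0165). Both differences thus came with the block. Its score was itself higher in the libraries labelled bmp4 RNAi at 0 hpa, by 1.82 (exact permutation p = 0.00794, the smallest possible, adjusted p = 0.0238, n = 5), and it also varied within control groups. An effect of bmp4 RNAi on the block and a chance difference in what makes it vary cannot be told apart, because removing the block removes either.

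Among 84 groups of 5 values, 5 held a library far from the other 4, and chance gives about 1 in 20, so this number of such libraries is near what chance gives. Control replicate 3 at 48 hpa had a late-down score of 0.58 where the others had 1.19 to 1.40. Without the block transcripts its score was 0.39 with the others at 0.31 to 0.38, so the block may account for it. A wrong time label is argued against by its late-up score of 2.34, which lay below the highest of the other 48 hpa controls, 2.48, and above the 1.77 reached by control libraries at other times. The same library had 4.61 CPM of the bmp4 transcript where the others had 5.78 to 6.18, for which no explanation was tested. Control replicate 5 at 48 hpa had 0.559% mitochondrial counts where the others had 0.320% to 0.344%. A wrong RNAi label is argued against by its equinox level of 7.94 CPM, since the libraries labelled bmp4 RNAi at 48 hpa reached 1.29 CPM at most, and RNA quality stays open.

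Control replicate 3 at 0 hpa had 3.76 CPM of equinox where the others had 4.93 to 5.08. A wrong RNAi label is argued against by its 49.6 CPM of dd_Smed_v6_135_0_1, the transcript with the largest fall over the other 5 times, which did not exceed 0.712 CPM in the libraries labelled bmp4 RNAi at 0 hpa. Counting error at this level of expression stays open as an untested source. Control replicate 3 at 3 hpa had a late-up score of 0.51 where the others had 0.63 to 0.66, and no explanation was tested for it. The depths of these 4 libraries were at least 16.3 M counts, near the median of 17.3 M, and no biological explanation was tested for any of them.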

How the results depend on the processing

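Of the other settings described here, library totals without scaling factors, the covariates for the block of covarying transcripts and for the leading component within groups, the sets without that block, and the thinning tests were chosen only after the results had been seen. Where a value changed and no reason is given, the cause was not tested.

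The RNAi difference of equinox kept its direction and its call at all 6 times under every setting run and with each library left out. Its log2 fold changes ranged from -2.03 to -1.85 at 0 hpa, from -2.21 to -1.91 at 6 hpa and from -2.78 to -2.57 at 48 hpa with 1 library left out. The difference of its change at 48 hpa ranged from -0.85 to -0.60. It lost its call without control replicate 3 at 0 hpa (-0.67, edgeR adjusted p = 0.051), without replicates 2, 3 or 4 of the libraries labelled bmp4 RNAi at 0 hpa (-0.68, -0.67 and -0.70, edgeR adjusted p = 0.0631, 0.0686 and 0.0561) and without replicate 1 of those at 48 hpa (-0.60, edgeR adjusted p = 0.0748). At 6 hpa that difference ranged from -0.24 to 0.061, changing sign without replicate 4 of the libraries labelled bmp4 RNAi at 6 hpa. At 24 hpa it ranged from -0.23 to 0.015, changing sign without replicate 2 of those at 24 hpa. Neither was called in any setting.

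For the bmp4 transcript the direction at 0, 3, 6, 24 and 48 hpa was kept in every setting. With only the 10 libraries compared, the spread was no longer shared with the uneven groups, and the log2 fold changes of 1.24 at 0 hpa and -1.36 at 6 hpa were called (edgeR adjusted p = 1.74e-05 and 0.0137). At 3 hpa library totals gave 1.61 (edgeR adjusted p = 0.042) and DESeq2 gave 1.57 (adjusted p = 0.037), both called. With 1 library left out the value at 3 hpa ranged from 1.28 to 1.81, and it was called without replicate 3 of the libraries labelled bmp4 RNAi (1.81, edgeR adjusted p = 0.0212). At 16 hpa it ranged from -0.69 to 0.69, changing sign without replicate 3 of those libraries. At 24 hpa it ranged from 0.020 to 1.08 and was not called. The call at 48 hpa was kept throughout, with values from -2.06 to -1.53.

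As a ratio, counts of calls moved most with a 2-fold threshold, which by construction can only lower them, except for the interaction at 16 hpa. The RNAi comparison then gave 315, 247, 351, 440, 414 and 808 calls in order of time, and the average 269. Changes from 0 hpa gave 161, 518, 663, 790 and 1129 in control and 239, 237, 526, 653 and 566 in the libraries labelled bmp4 RNAi. Interactions gave 1, 8, 36, 65 and 504. With the leading within-group component as a covariate, which is taken from the residuals themselves, counts rose. They were 4796 and 5952 for the RNAi comparison at 6 and 16 hpa, 2899 for 3 hpa in control, 3666 and 3722 for 3 and 6 hpa in the libraries labelled bmp4 RNAi, and 36, 271, 1020, 1037 and 5127 for the interactions.

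The covariate for the covarying block gave 2640 calls for 48 hpa in the libraries labelled bmp4 RNAi, and 4 and 15 for the interactions at 3 and 6 hpa. DESeq2 gave 14 and 100 for these interactions. No filter gave 23 for the interaction at 6 hpa, where more transcripts share the adjustment. Only the 10 libraries compared gave 2102 for the RNAi comparison at 6 hpa and 1297 for 6 hpa in the libraries labelled bmp4 RNAi. Median-of-ratios factors, library totals, the stricter filter and the replicate block moved no count by more than 1.5 times. Library totals did change the balance of higher and lower calls by over 10 percentage points for the RNAi comparison at 3, 6 and 16 hpa, the average, the change at 48 hpa in control and at 3, 16 and 48 hpa in the libraries labelled bmp4 RNAi, and the interactions at 3, 6 and 16 hpa. Median-of-ratios factors changed none by that much. Library totals moved the median log2 fold change of all transcripts from 0 to 48 hpa by 0.135 in control and 0.104 in the libraries labelled bmp4 RNAi, and changes there are relative to it.

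With 1 library left out the RNAi comparison gave 1699 to 2046, 1770 to 2030, 2326 to 3347, 2510 to 3821, 2629 to 3018 and 5824 to 6887 calls in order of time. The change from 0 to 3 hpa in the libraries labelled bmp4 RNAi gave 1299 to 2416, the former without replicate 3 at 3 hpa. The interaction at 3 hpa gave 3 to 15. It gave 4 and 3 without control replicates 2 and 5 at 0 hpa, 4 without control replicate 4 at 3 hpa, and 15 and 11 without replicate 1 of the libraries labelled bmp4 RNAi at 0 and 3 hpa. The interaction at 6 hpa gave 20 to 69. It gave 25, 23 and 35 without control replicates 1, 2 and 3 at 0 hpa, 23, 32, 27, 29 and 33 without control replicates 1 to 5 at 6 hpa, 37, 20 and 35 without replicates 1, 2 and 3 of the libraries labelled bmp4 RNAi at 0 hpa, and 23 without replicate 4 of those at 6 hpa. The interaction at 16 hpa gave 82 to 181, with 91 without control replicate 3 and 94 and 82 without replicates 2 and 5 of the libraries labelled bmp4 RNAi, all at 0 hpa. Those at 24 and 48 hpa gave 266 to 412 and 2859 to 3698.

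With all libraries thinned to the depth of the smallest, 5.92 M counts, the RNAi comparison gave 1448, 1484, 2088, 2288, 2022 and 4842 calls, and the interactions 6, 11, 66, 180 and 2088, so depth limits these counts, least for the interaction at 3 hpa. The early-up interaction at 24 hpa was called there (-0.19, permutation adjusted p = 0.0347).

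The named rises lost their call under the block covariate, with 0.74 for dd_Smed_v6_1283_0_1 and 0.36 for dd_Smed_v6_1320_0_1 (edgeR adjusted p = 0.487 and 0.725). The named falls kept theirs in every setting.

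Set scores depended on how the sets were chosen. Sets chosen on control libraries alone are tilted towards control by construction. They gave differences of -0.095 for early-up at 0 hpa and 0.10 for late-down at 0 hpa, which lost the call, 0.061 for late-up at 0 hpa, which changed sign and gained a call (exact adjusted p = 0.026), and 0.11 for late-down at 6 hpa, which gained a call. For the change from 0 hpa they gave early-up values of -0.18 at 3 hpa, of the opposite sign, and -0.35 at 24 hpa, newly called, and a late-up value of -0.098 at 3 hpa, of the opposite sign. The late-down values were -0.25 at 3 hpa, no longer called, 0.0024 at 6 hpa and 0.036 at 24 hpa, of the opposite sign, and 0.58 at 48 hpa, newly called.

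Sets at 4-fold held only 26, 52 and 97 members. They gave -0.23 for late-up at 3 hpa, newly called. For the change from 0 hpa they gave 0.33 for early-up at 3 hpa, newly called, -0.24, -0.27 and -0.25 at 6, 16 and 48 hpa, no longer called, and 0.094 at 24 hpa, of the opposite sign. Late-up gave -0.013 at 3 hpa, and late-down gave -0.083 at 16 hpa and -0.65 at 48 hpa, all of the opposite sign. Sets without the covarying block gave late-down differences of -0.016 at 0 hpa, of the opposite sign, and -0.094 and 0.16 at 3 and 6 hpa, newly called. For the change they gave -0.077 at 3 hpa, no longer called, 0.18 and 0.11 at 6 and 24 hpa, of the opposite sign, and 0.21 and 0.50 at 16 and 48 hpa, newly called. Here the construction shows that the block transcripts carried these values, which does not separate them from an effect of bmp4 RNAi, since the score of the block itself differed at 0 hpa. Library totals gave 0.00082 for late-up at 3 hpa, of the opposite sign, and changes of -0.13 for early-up at 16 hpa and -0.34 for late-down at 6 hpa, no longer called. A prior count of 0.5 gave -0.16 and -0.37 for the same changes, no longer called. The early-up differences at 3 to 48 hpa and the late-up differences and changes at 6 to 48 hpa kept direction and call in all these settings.

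With 1 library left out, the late-down difference ranged from -0.28 to 0.012 at 3 hpa (0.012 without replicate 2 of the libraries labelled bmp4 RNAi), from 0.14 to 0.24 at 6 hpa (called without control replicate 5, 0.24, exact adjusted p = 0.0306) and from -0.11 to 0.34 at 24 hpa (-0.11 without replicate 2 of the libraries labelled bmp4 RNAi). The early-up change ranged from -0.23 to -0.15 at 16 hpa, and was called only without control replicates 1, 2 or 4 at 0 hpa, control replicate 3 at 16 hpa or replicate 4 of the libraries labelled bmp4 RNAi at 0 hpa. At 24 hpa it ranged from -0.22 to -0.13 and was called without replicate 4 of the libraries labelled bmp4 RNAi at 0 hpa (-0.20) and without replicates 4 or 5 of those at 24 hpa (-0.20 and -0.22). The late-up change at 3 hpa ranged from -0.018 to 0.055 and was negative without control replicates 1 (-0.0023) or 2 (-0.018) at 0 hpa, control replicate 3 at 3 hpa (-0.013), replicate 4 of the libraries labelled bmp4 RNAi at 0 hpa (-0.0022) or replicate 5 of those at 3 hpa (-0.011).

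The late-down change at 6 hpa ranged from -0.44 to -0.32 with 1 library left out. It lost its call without control replicates 1 (-0.35), 2 (-0.33) or 5 (-0.33) at 0 hpa, control replicate 5 at 6 hpa (-0.32), replicates 2 (-0.35), 3 (-0.34) or 5 (-0.35) of the libraries labelled bmp4 RNAi at 0 hpa, or replicate 2 of those at 6 hpa (-0.33). At 16 hpa it ranged from -0.069 to 0.077 and was not called. It was negative without control replicates 3 (-0.051) or 4 (-0.057) at 0 hpa or 1 (-0.069) or 4 (-0.024) at 16 hpa, and without replicates 1 (-0.060) or 4 (-0.014) of the libraries labelled bmp4 RNAi at 0 hpa or 1 (-0.012) or 3 (-0.015) of those at 16 hpa. At 24 hpa it ranged from -0.66 to -0.22 and was called without replicate 2 of the libraries labelled bmp4 RNAi at 24 hpa (-0.66, permutation adjusted p = 0.0304). At 48 hpa it ranged from -0.081 to 0.14 and was negative without control replicate 3 at 48 hpa (-0.081) or replicate 1 of the libraries labelled bmp4 RNAi at 0 hpa (-0.0022).

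The difference in mitochondrial share, in percentage points, ranged from 0.0631 to 0.0957 at 3 hpa with 1 library left out, and passed without control replicate 3 (0.0957, exact adjusted p = 0.0476). It ranged from -0.0283 to 0.0643 at 6 hpa and was negative without replicate 5 of the libraries labelled bmp4 RNAi. At 16 hpa it ranged from -0.0280 to 0.0042 and was positive without control replicate 1 (0.0042) or replicate 3 of the libraries labelled bmp4 RNAi (0.0014). At 24 hpa it ranged from -0.0343 to 0.0267 and was negative without control replicates 2 (-0.0063) or 5 (-0.0057) or replicate 4 of the libraries labelled bmp4 RNAi (-0.0343).

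The replicate numbers do not pair the libraries. Over 30 pairs of libraries with the same number at the same time, the correlation of their deviations from the group means averaged 0.00205, ranged from -0.21 to 0.313 and was above 0.1 in 4. With the replicate number as a block, edgeR called 2070, 2071, 3075, 3492, 3044 and 6562 transcripts for the RNAi comparison in order of time. The block permutation of scores cannot give a p below 0.0625 with 5 pairs, so none of its tests could pass (adjusted p = 0.0865). The differences themselves were as without the block, -0.25, -0.19, -0.52, -0.42, -0.42 and -0.54 for early-up in order of time, -0.30, -0.34, -0.37 and -0.93 for late-up at 6 to 48 hpa, and 0.56, 0.56 and 0.62 for late-down at 0, 16 and 48 hpa.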

Other observations

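The tests in this part, which concern equinox before amputation, the source of the bmp4 reads, the block of covarying transcripts and a group of 12 transcripts that stood out in 2 libraries, were chosen only after the results had been seen.

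The lower level of equinox at 6 hpa in the libraries labelled bmp4 RNAi was present before any response to amputation. At 0 hpa its log2 fold change was already -1.96, so a smaller fold induction cannot be the whole cause of the difference at 6 hpa. The fold change from 0 to 6 hpa differed between conditions by -0.087, with a 95% confidence interval of -0.57 to 0.40, which leaves room for a difference in induction of up to about that size. On the fold scale these values are consistent with a lower level already present at 0 hpa that carried through to 6 hpa. On the linear scale the rise was smaller in the libraries labelled bmp4 RNAi, 1.72 CPM against 7.52 CPM, so the reading depends on the scale. The study described equinox as needing bmp4 for its first activation at wounds. The smaller rise in CPM goes with that account, while the similar fold changes do not show it. Whether fewer cells carried the transcript or each carried less was not tested here, since pieces were measured in bulk. The study found equinox in uninjured epidermis on the dorsal side of the body margin, where its expression depended on Bmp signaling. It also found lower markers of dorsal epidermis and its progenitors after bmp4 RNAi. By its account these features help explain why equinox needs Bmp signaling in regeneration.

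The bmp4 transcript was higher, not lower, in 5 of 5 libraries labelled bmp4 RNAi at 0 hpa. Labels wrong at 0 hpa alone are argued against by dd_Smed_v6_135_0_1, the transcript with the largest fall over the other 5 times, which at 0 hpa reached at most 0.712 CPM in the libraries labelled bmp4 RNAi and at least 46.2 CPM in control. An exchange of the labels over the whole series would leave the same split. It would make equinox higher after bmp4 RNAi, as equinox was lower in 5 of 5 libraries so labelled at each of the 6 times. In situ hybridization in the study showed weaker activation of equinox at wounds after bmp4 RNAi, which argues against such an exchange. The bmp4 transcript does not decide, being lower in 5 of 5 such libraries at 6 and 48 hpa but higher at 0 hpa. Scaling is argued against by library totals alone, which gave a log2 fold change of 1.26. Reads from the fed double-stranded RNA could raise the count, and could do so unevenly between pools of animals. Polyadenylated RNA was sequenced, and the study amputated the animals a week after the last feeding, which would limit such reads without ruling them out. The SD within groups of log2(CPM + 1) was 0.902 in the libraries labelled bmp4 RNAi against 0.226 in control libraries, but that spread would also follow from uneven knockdown. The fed RNA and the animals' own transcript cannot be told apart, because counts per transcript do not show where along it the reads fell. A rise of the animals' own transcript after treatment is the biological alternative, and it was not tested.

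A block of 102 of the 300 most variable transcripts with a mean of 1 CPM or more varied together within groups, control groups included, and 158 further transcripts followed it with a correlation above 0.5. Its score was also higher in the libraries labelled bmp4 RNAi, by 1.82 at 0 hpa and 1.71 at 16 hpa (each exact permutation p = 0.00794, the smallest possible, adjusted p = 0.0238, n = 5), with every such library above every control. At 3, 6, 24 and 48 hpa it did not differ (exact adjusted p = 0.929, 0.333, 0.929 and 0.206). The average rises of dd_Smed_v6_1320_0_1 and dd_Smed_v6_1283_0_1, both members, fell to log2 fold changes of 0.48 and 0.86 with the score of the other members in the fit (edgeR adjusted p = 0.645 and 0.421). Both rises thus came with the block and not beside it. The same holds for the higher late-down score at 0 hpa, which was -0.016 without its transcripts. For these 3 results an effect of bmp4 RNAi on the block and a chance difference in what makes it vary cannot be told apart, since the covariate or the removal takes out either. The block may also carry part of the higher late-down score at 16 hpa, where its own score differed. It was not the whole cause of the higher late-down score at 48 hpa, which was still 0.49. Uneven content of a tissue or a state of the animals could produce such a block, and neither was tested, since its members carry no names here.

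In replicate 2 of the libraries labelled bmp4 RNAi at 24 hpa, 12 transcripts had a mean of 5.23 log2 CPM. They were also high in replicate 5 of those at 0 hpa, with 3.68 where the other 4 of its group reached at most 0.57. Their mean also rose in control libraries, from 0.17 at 0 hpa to 1.89 at 48 hpa, with 8 of the 12 higher at 48 hpa, and was 0.43 at 48 hpa in the libraries labelled bmp4 RNAi. For the library at 24 hpa, reads carried over from another library of the series are argued against, since no other exceeded 3.68 and the third highest had 2.27, below what a source would need. For the library at 0 hpa carry-over was not tested. A true difference in these pools of animals or reads from outside the series could both produce it, and neither was tested, though the rise in control shows that animals of this series express at least some of them.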
